A study of Mus musculus with 12 samples.

How the data were processed

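RNA from splenic B lymphocytes of mice 6 weeks old was selected for polyadenylated molecules and made into directional libraries, per the labels. The 12 libraries were grouped by the genotype in the labels, 4 each for WT, Eμ-Myc and Eμ-Myc;PRPS2 knockout. Per the labels and the values, the authors deposited 1 file per library with the mean coverage of each gene, a signal with 1 decimal. Each file listed the same 24982 gene symbols, and 91.6% of the values above 0 were not whole numbers. The aligner, the counting step, the genome build and the annotation are not stated, and the read depth behind a value is unknown. The precision of each value was therefore taken from the spread between libraries, and no counting interval or detection limit is given. The sum of coverage per library ran from 1277305.5 to 1885768.9.

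The design written before the data were examined assumed raw counts and named edgeR, but edgeR and DESeq2 were not used, since the values are coverage and not counts. The same comparisons were made with limma 3.58.1 in R 4.3.3. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. One scaling factor per library was computed from trimmed means of log ratios, without weights, with 30% of ratios and 5% of mean values trimmed at each end. Genes with a scaled coverage of at least 1 in at least 4 of the 8 libraries compared were tested. limma's linear model with a trended prior and robust empirical Bayes was fitted to log2(scaled coverage + 0.5), for the 8 libraries of each comparison. Genes with a Benjamini-Hochberg adjusted p under 0.05 over all genes of the comparison were called. All limma tests were two-sided. The chosen comparisons, the gene lists, the rule for named genes and most alternatives were set before the data were examined.

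Genes were named by a rule: Prps2, Myc and the phosphoribosyl pyrophosphate synthesis list in each comparison; and, among called genes with a mean scaled coverage of at least 8 whose groups did not overlap, the 5 with the largest increase and the 5 with the largest decrease. Symbols of the Gm or Rik type and sex-linked genes were left out of the second part. The rule had been written for normalized counts, and 8 was applied to scaled coverage. From the redox list the 5 genes with the smallest adjusted p were named, and where no gene passed, the 3 with the smallest p, stated as not passing. Naming 5 redox genes against WT in the knockout group, and the 3 genes other than Prps2 with the smallest p against Eμ-Myc, went beyond the rule and was chosen after their values were seen.

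The lists were phosphoribosyl pyrophosphate synthesis, redox (75 genes), NRF2 targets, pentose phosphate, purine synthesis, pyrimidine synthesis, nicotinamide adenine dinucleotide synthesis, nucleolar biogenesis, ribosomal proteins, glycolysis, nuclear oxidative phosphorylation, cell cycle, integrated stress response, p53 targets, immature B cell, mature B cell, plasma cell, T cell, NK cell, myeloid, erythroid and platelet. All but the first made up the 21 sets tested with camera (preset correlation 0.01), fry and camera with an estimated correlation. No gene was shared among the 8 lists of cell types. Of the genes of the T-cell list 11 were above 1 in all Eμ-Myc libraries, and so were 10 of the NK list and 18 of the myeloid list.

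The Myc programme was the set of genes called in Eμ-Myc against WT with an absolute log2 fold change of at least 1. Its correlation with the knockout effect used 2 Eμ-Myc libraries for the programme and the other two as the control of the knockout, in all 6 ways. For comparison, 100 sets of knockout libraries without an effect were simulated. Spread and position were compared between groups by exact two-sided permutation tests over 70 arrangements, whose smallest p is 0.0286. The position of a library on the axis used group means without that library. The method was tested on simulated data with 200 genes changed. With the spread of the Eμ-Myc libraries it recovered 84.7% of the 196 changed genes that were tested, with 5.1% false among those called. With the spread of the knockout libraries it recovered 60.2% of 191, with 3.4% false. Calls were also counted under all 35 splits of the 8 libraries of each comparison.

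The labels number the replicates 1 to 4 in each group. In the knockout group and Eμ-Myc the deviations of same-numbered libraries from their group means correlated across genes with r of 0.649, 0.187, 0.247 and 0.607, all over 0.1, so the numbers were treated as pairs in a blocked alternative. The pairing comes from the values alone, and 4 of the 24 matchings of the libraries met the same condition.

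The alternatives tried were median-of-ratios and total coverage scaling, no filter, a filter of 10 in every library, all 12 libraries in one fit, a replicate block, removal of haemoglobin genes, a fold change threshold, and leaving out each library. Pseudocounts of 0.1 and 2, library quality weights, quantile normalization and removal of the trend over transcript length and GC, alone and with the block, were added after the data were seen. Transcript length and GC came from a GENCODE mouse annotation matched by symbol (98.3% of symbols). The neighbours of Prps2 were taken as up to 20 coding genes on each side in a RefSeq annotation. No immunoglobulin or T-cell receptor segment genes and no mitochondrial genes were found among the values, so that alternative removed haemoglobin genes alone.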

Results

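Polyadenylated RNA was sequenced from B lymphocytes isolated from the spleens of mice 6 weeks old. The 12 libraries fell into 3 groups of 4: wild-type mice (WT), Eμ-Myc mice, and Eμ-Myc mice that lacked PRPS2 (called the knockout group here). The Eμ-Myc transgene places Myc under an immunoglobulin heavy-chain enhancer, which raises Myc in B cells. PRPS2 is an isoform of the enzyme that makes phosphoribosyl pyrophosphate, the starting material of nucleotide synthesis. The deposited values were mean coverages per gene for 24982 gene symbols, of which 6705 were at 0 in all 12 libraries. The sum of coverage per library ran from 1277305.5 in WT library 4 to 1885768.9 in Eμ-Myc library 2, and between 14900 and 16231 genes were above 0. The 10 genes with the highest coverage held from 5.16% to 5.82% of a library's sum. The number of reads behind a value is unknown, so no counting error is given, and values are stated with the SD between the 4 libraries of a group. The labels name no genome build, so genes are given by symbol only.

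The first values concern the deleted gene and the transgene. Prps2 had a mean scaled coverage of 128 ± 18.7 in WT, 245 ± 35.9 in Eμ-Myc and 16.9 ± 1.41 in the knockout group (SD, n = 4 each). The knockout libraries 1 to 4 held 18.7, 17.1, 16.3 and 15.4, and their mean was 6.89% of the Eμ-Myc mean. In limma, the log2 fold change of Prps2 was 0.93 (SE 0.14, adjusted p 6.0e-04) in Eμ-Myc against WT, -3.81 (SE 0.13, adjusted p 2.01e-05) in the knockout group against Eμ-Myc, and -2.88 (SE 0.14, adjusted p 2.8e-04) in the knockout group against WT. The alternative that moved the first of these most was scaling by total coverage, which gave 0.79. Myc had a mean scaled coverage of 278 ± 54.7 in WT and 1904 ± 306 in Eμ-Myc (SD, n = 4 each), with a log2 fold change of 2.78 (SE 0.16, limma adjusted p 3.63e-06).

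Myc in the knockout group averaged 2211 ± 946 (SD, n = 4), and the 4 libraries in order held 1125, 1724, 2871 and 3123. The log2 fold change of Myc in the knockout group against Eμ-Myc was 0.11 (SE 0.32, limma adjusted p 1.00), a difference smaller than the spread between libraries. Its sign rested on single libraries: it was -0.13 without knockout library 4, -0.09 without knockout library 3 and -0.01 without Eμ-Myc library 2. Library quality weights, a setting chosen after the data were seen, gave 0.52 with an adjusted p of 0.00581, the lowest of the alternatives, whose adjusted p ran from 0.00581 to 1.00. Against WT the log2 fold change of Myc in the knockout group was 2.89 (SE 0.33, limma adjusted p 0.00814).

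**Figure D1:**
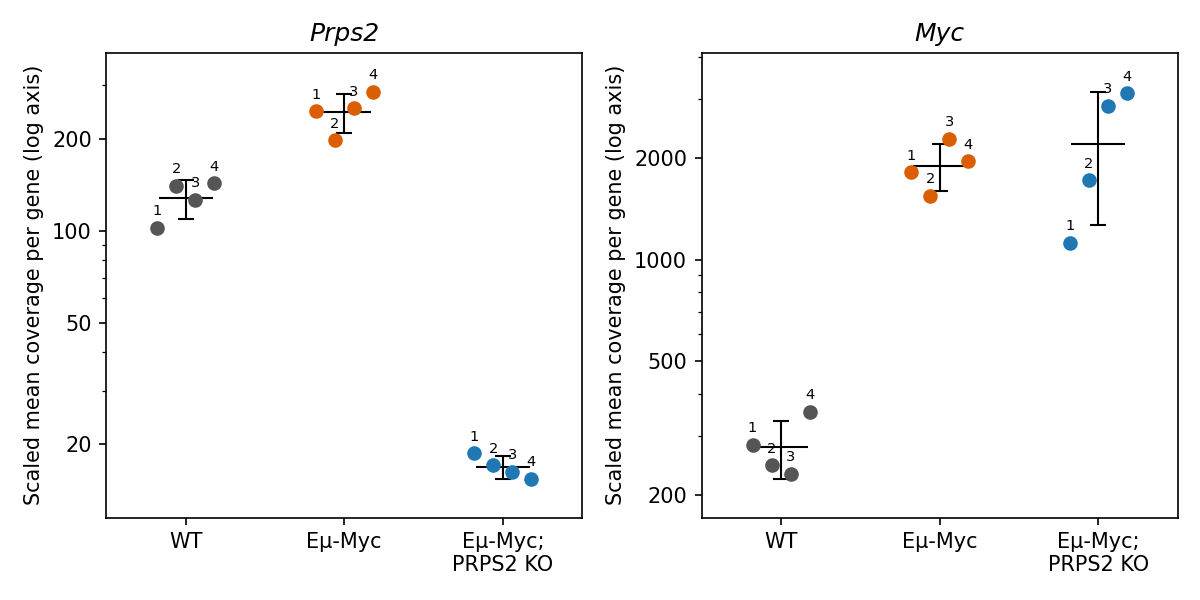
Scaled mean coverage of Prps2 and Myc (log axis) in each library of the 3 groups; numbers beside the points are replicate numbers, long bars are group means and whiskers are the SD (n = 4). Prps2 lies between 15.4 and 18.7 in all 4 knockout libraries, and Myc runs from 1125 to 3123 among them.

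The other genes of the phosphoribosyl pyrophosphate synthesis list were compared in the same fits. Prps1 had a log2 fold change of 1.60 (SE 0.14, limma adjusted p 2.08e-05) in Eμ-Myc against WT, 0.03 (SE 0.32, adjusted p 1.00) in the knockout group against Eμ-Myc, and 1.63 (SE 0.32, adjusted p 0.0159) in the knockout group against WT. The near-0 value against Eμ-Myc changed sign with single libraries: it was -0.02 without Eμ-Myc library 1, -0.07 without Eμ-Myc library 2, -0.19 without knockout library 3 and -0.22 without knockout library 4. The call of Prps1 against WT was lost without WT library 2 (adjusted p 0.0524), WT library 3 (0.0547), knockout library 3 (0.0557) or knockout library 4 (0.0573). Prpsap1 rose by 0.46 (SE 0.11, adjusted p 0.00715) in Eμ-Myc against WT, and its change in the knockout group was -0.04 (adjusted p 1.00) against Eμ-Myc and 0.42 (adjusted p 0.0609) against WT. The last value passed the threshold without knockout library 1, at 0.53 with an adjusted p of 0.0156, and with all 12 libraries in one fit, at an adjusted p of 0.0303. Prpsap1 against Eμ-Myc also turned to 0.01 without Eμ-Myc library 2 and to 0.06 without knockout library 1. Prpsap2 changed by 0.24 (adjusted p 0.0997), -0.09 (adjusted p 1.00) and 0.15 (adjusted p 0.377) in the 3 comparisons in that order. The first of these passed without WT library 2, at 0.32 with an adjusted p of 0.0490. With library quality weights Prps1 (0.51, adjusted p 0.00511) and Prpsap1 (0.20, adjusted p 0.0210) passed against Eμ-Myc. With the same weights Prpsap2 passed in Eμ-Myc against WT (adjusted p 0.0348) and in the knockout group against WT (adjusted p 0.0261), and Prpsap1 passed in the knockout group against WT (adjusted p 4.96e-05).

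Prps1l3 had log2 fold changes of 0.89 (limma adjusted p 4.12e-04) in Eμ-Myc against WT, 0.04 (adjusted p 1.00) in the knockout group against Eμ-Myc and 0.93 (adjusted p 0.0251) in the knockout group against WT. How the authors treated reads shared between Prps1l3 and its paralogs is not stated, so its values are uncertain. Its change against Eμ-Myc was -0.08 without Eμ-Myc library 2, -0.11 without knockout library 3 and -0.14 without knockout library 4. Its call against WT held without knockout library 1 or 2 and was lost without any other library of that comparison. The adjusted p was then 0.0663, 0.0685, 0.0628 and 0.0526 without WT libraries 1 to 4, and 0.0865 and 0.0878 without knockout libraries 3 and 4. With library quality weights it passed against Eμ-Myc, at 0.31 with an adjusted p of 0.0129. Prps1l1 was too low to be tested, with a scaled coverage of 2.05 in WT library 1 and lower values in the other 11 libraries.

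The comparison of Eμ-Myc with WT asked which genes the Myc transgene deregulates in B cells. Of 12704 genes tested, 7085 (55.8%) had an adjusted p under 0.05 in limma, 3693 higher and 3392 lower in Eμ-Myc. With an absolute log2 fold change of at least 1 as a further condition, 2837 passed, 1466 higher and 1371 lower. For 6623 genes (52.1%) the 4 libraries of one group all lay above the 4 of the other, where chance gives 2.86%. The share of higher genes among those called was 52.1%, and which direction held the majority depended on the scaling. Scaling by total coverage moved the median log2 fold change of all genes by -0.14 and left 42% of the called genes higher (3057 of 7284). With all 12 libraries in one fit the share was 60.2%, the highest of the alternatives. Among the alternatives that kept the threshold, a filter of at least 10 in every library moved the count of called genes most, to 4849, with fewer genes tested.

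The genes with the largest increase in Eμ-Myc by the rule for named genes were Bcat1 with a log2 fold change of 5.46 (SE 0.17, limma adjusted p 1.14e-06), Uchl1 with 5.07, Hspa12b with 4.92, Ltbp4 with 4.83 and Eps8l2 with 4.52. Bcat1 had a scaled coverage of 0.699 ± 0.154 in WT and 52.3 ± 7.78 in Eμ-Myc, and Uchl1 of 5.09 ± 1.53 and 185 ± 43.2 (SD, n = 4). The WT values of Bcat1, Hspa12b, Ltbp4 and Eps8l2 lay near 0, so the size of their change depended on the pseudocount: for Hspa12b it was 6.44 with a pseudocount of 0.1 and 3.28 with 2. The largest decreases were Dapl1 with -3.83 (SE 0.53, adjusted p 3.55e-04), Slc16a5 with -3.72, Cd8b1 with -3.55, Mir7058 with -3.50 and Tdrp with -3.48. The calls of Cd8b1 and Tdrp were lost with all 12 libraries in one fit, at an adjusted p of 0.0709 and 0.0592. Over all alternatives that gave Cd8b1 and Tdrp a value, these were their highest adjusted p. Mir7058 is annotated as a microRNA gene inside Lat on the same strand, so its coverage cannot be assigned to either of them. Lat, looked up for that reason after the values were seen, had a log2 fold change of -3.16 (SE 0.57, limma adjusted p 0.00155). WT library 4 held the highest value of each of these 5 genes, for Cd8b1 306 against 124, 53.4 and 81.4 in WT libraries 1 to 3. Without that library the decreases were smaller and all 5 stayed called. The log2 fold change was then -3.25 for Dapl1, -3.16 for Slc16a5, -3.07 for Cd8b1, -2.81 for Mir7058 and -2.89 for Tdrp. All 5 genes ordered the WT libraries as the mean log2 level of the T-cell list did. That level was 5.98, 4.84, 5.29 and 7.41 in WT libraries 1 to 4, and Cd8b1 is itself in the list. These decreases may therefore follow the share of T cells and cannot be assigned to B cells.

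Redox homeostasis was the process the series set out to relate to the Myc programme. Of the 75 genes of the redox list, 72 were tested in Eμ-Myc against WT and 38 were called, 30 higher and 8 lower. The count was 38 adjusted over the list alone, and 41 had an unadjusted p under 0.05. The median log2 fold change of the list was 0.24, with 45 genes higher and 27 lower. Across the alternatives the count of called genes ran from 29 with all 12 libraries in one fit to 48 with library quality weights. The members with the smallest adjusted p were Idh2 with a log2 fold change of 1.36 (SE 0.10, limma adjusted p 7.15e-06), Prdx4 with 1.85, Glrx3 with 1.59, Nnt with 1.33 and Park7 with 1.18. Idh2 rose from a scaled coverage of 58.9 ± 4.35 to 152 ± 11.7 (SD, n = 4), and in all 5 of these genes the 4 Eμ-Myc libraries lay above the 4 WT libraries.

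The comparison of the knockout group with Eμ-Myc asked whether loss of PRPS2 touches that programme. Of 12535 genes tested with limma, 1 had an adjusted p under 0.05, and it was Prps2 itself. An unadjusted p under 0.05 was found for 123 genes (0.98%), fewer than the 5% that chance gives. The 4 libraries of one group all lay above the 4 of the other for 179 genes (1.4%), where chance gives 2.86%. Each fit that left out 1 of the 8 libraries gave 1 called gene. The alternative that moved the count most was limma's library quality weights, chosen after the data were seen, with 7000 genes called, 3040 of them higher. Those weights were 0.0851, 0.132, 3.08 and 8.18 for knockout libraries 1 to 4, so that the fit rested mainly on knockout libraries 3 and 4.

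The genes other than Prps2 with the smallest p did not pass. They were Erdr1 with a log2 fold change of -1.27 (SE 0.18, limma p 1.19e-04, adjusted p 0.746), Col5a3 with -0.96 (adjusted p 1.00) and Islr2 with -0.64 (adjusted p 1.00). All 3 passed with library quality weights only, where the adjusted p was 0.00209 for Erdr1, 0.00108 for Col5a3 and 0.00108 for Islr2. The highest adjusted p over the alternatives was 1.00 for each of the 3 genes. Erdr1 had a scaled coverage of 639 ± 13.4 in Eμ-Myc, 272 ± 68.8 in the knockout group and 201 ± 56.6 in WT (SD, n = 4 each).

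None of the 71 redox genes tested in the knockout group against Eμ-Myc was called: 0 over all genes, 0 adjusted over the list alone, and 0 at an unadjusted p under 0.05. The median log2 fold change of the list was -0.13, with 16 genes higher and 55 lower. The split was 21 to 50 with median-of-ratios scaling and 23 to 48 with total coverage. The redox genes with the smallest p, none of which passed, were Blvrb with a log2 fold change of -0.36 (limma p 0.0604), Gpx1 with -0.25 (p 0.0719) and Gstt2 with -0.36 (p 0.0754). With library quality weights 43 of the list were called, and 22 of these were higher in the knockout group. Among the 43 was Gpx1 at an adjusted p of 0.00820, where the other alternatives gave Gpx1 values up to 1.00.

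The third side of the design set the knockout group against WT. Of 12692 genes tested with limma, 3901 (30.7%) were called, 2506 higher and 1395 lower in the knockout group. With an absolute log2 fold change of at least 1 as a further condition, 1929 passed, 1285 higher and 644 lower. For 4851 genes (38.2%) the groups did not overlap, where chance gives 2.86%. The count of 3901 called genes moved with single libraries: it was 6747 without knockout library 1, 4280 without knockout library 2, 617 without knockout library 3 and 523 without knockout library 4. It was 1109, 786, 774 and 1657 without WT libraries 1 to 4 in turn. With all 12 libraries in one fit it was 6095, and with library quality weights 10607. The share of higher genes among those called was 64.2% in the main fit and depended on the setting. It ran from 46.7% with library quality weights, the only setting with a lower majority, to 93.6% without WT library 2. Of the 12591 genes tested in both comparisons with WT, 3683 were called in both and 3682 of these changed in the same direction. Those 3683 were 94.4% of the calls in the knockout group and 52% of the calls in Eμ-Myc. Both comparisons used the same 4 WT libraries, which raises that overlap. Whether the difference from WT was larger in Eμ-Myc than in the knockout group was tested by the direct comparison of the 2 groups, where Prps2 alone was called.

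The largest increases in the knockout group against WT were Bcat1 with a log2 fold change of 5.48 (SE 0.52, limma adjusted p 0.00522), Hspa12b with 4.88, Ltbp4 with 4.77, Uchl1 with 4.76 and Eps8l2 with 4.31. The largest decreases were Cd200 with -3.96 (SE 0.98, adjusted p 0.0266), Egr3 with -3.89, Rasgrp3 with -3.86, Il4i1 with -3.69 and Pxdc1 with -3.66. Cd200 had a scaled coverage of 75 ± 11.7 in WT and 9.39 ± 10.1 in the knockout group (SD, n = 4), and knockout libraries 1 to 4 held 20.5, 15.5, 1.06 and 0.528. For Egr3 these libraries held 44.4, 38.7, 1.48 and 1.06, and for Pxdc1 40.9, 31.9, 0.845 and 1.58. The means were also low in Eμ-Myc, at 10.6 for Cd200, 20.7 for Egr3, 31.7 for Rasgrp3, 28.2 for Il4i1 and 20.4 for Pxdc1. In the knockout group they were 9.39, 21.4, 32.96, 21.1 and 18.8 in that order. None of the 5 was called against Eμ-Myc, so their decreases are not specific to the knockout. The calls of these 5 decreased genes were lost without knockout library 3 or 4 or without any 1 of the WT libraries. The adjusted p of Cd200 was then 0.0735 and 0.0668 without knockout libraries 3 and 4, and from 0.0584 to 0.0729 without 1 WT library. Without the filter the calls of Egr3, Rasgrp3 and Pxdc1 were lost as well, at an adjusted p of 0.0503, 0.0581 and 0.0543, and that of Rasgrp3 was lost with a pseudocount of 0.1 (0.0509). Over all alternatives the adjusted p ran up to 0.104 for Egr3, 0.113 for Rasgrp3, 0.113 for Pxdc1, 0.0950 for Il4i1 and 0.0735 for Cd200.

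In the redox list 21 of 72 genes were called in the knockout group against WT, 17 higher and 4 lower. The count was 20 adjusted over the list alone, and 36 had an unadjusted p under 0.05. The 21 called over all genes became 37 without knockout library 1, 21 without knockout library 2, 2 without knockout library 3 and 1 without knockout library 4. Without WT libraries 1 to 4 in turn 8, 4, 3 and 9 were called. The members with the smallest adjusted p were Nnt with a log2 fold change of 1.28 (SE 0.18, limma adjusted p 0.00873), Gsto1 with 1.45, Idh2 with 1.25, Gclc with 1.04 and Sesn1 with -1.06. The calls of Gsto1, Idh2 and Gclc were lost without knockout library 3, at an adjusted p of 0.0533, 0.0533 and 0.0590. Those of Gsto1, Idh2, Gclc and Sesn1 were lost without knockout library 4, at 0.0582, 0.0572, 0.0619 and 0.0523. That of Sesn1 was also lost without WT library 2 (0.0563) or WT library 3 (0.0566), and that of Idh2 without WT library 3 (0.0503).

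Gene sets were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 63 tests (21 sets in 3 comparisons). In Eμ-Myc against WT 12 sets were called, 8 higher and 4 lower, and all 12 were also called by fry, which called 13. With an estimated correlation 0 were called, and the smallest adjusted p was 0.544. The median log2 fold changes of the sets called higher were 2.81 for the cell cycle, 1.75 for pyrimidine synthesis, 1.22 for purine synthesis, 1.19 for nucleolar biogenesis, 0.84 for nuclear genes of oxidative phosphorylation, 0.44 for ribosomal proteins, 0.40 for the integrated stress response and 0.24 for the redox list. All 57 nucleolar genes, all 69 genes of oxidative phosphorylation and all 40 cell-cycle genes were higher, and so were 73 of 74 ribosomal protein genes. The sets called lower were the T-cell list with a median of -2.998, the NK list with -2.15, the mature B-cell list with -1.12 and nicotinamide adenine dinucleotide synthesis with -0.46. All 24 mature B-cell genes, all 12 T-cell genes and all 10 NK genes were lower. These 12 medians had the same sign under all 3 scalings. Camera did not call the immature B-cell list, with a median of 1.02 (adjusted p 0.0698), but fry did (adjusted p 6.65e-04). Neither called erythroid genes with 0.89, glycolysis with 0.43, p53 targets with 0.18 or NRF2 targets with -0.04. Nor did they call the myeloid list with -0.31 or platelet genes with -1.09. Pentose phosphate genes, with 0.09, and plasma-cell genes, with 0.06, were not called either, and both medians turned negative with total coverage scaling.

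Between the knockout group and Eμ-Myc camera called 10 sets, fry called 0 with a smallest adjusted p of 0.0634, and the estimated correlation called 0. Without Eμ-Myc library 2 camera called 6. The medians of these 10 sets were -0.97 for platelet genes, -0.77 for the myeloid list, -0.34 for the immature B-cell list, -0.33 for erythroid genes, -0.31 for the mature B-cell list, -0.28 for plasma-cell genes, -0.16 for oxidative phosphorylation, -0.13 for the redox list, -0.11 for ribosomal proteins and 0.03 for glycolysis, each with the same sign under all 3 scalings. With the replicate block glycolysis was not called (camera adjusted p 0.0523, against 0.0372 without it), and nucleolar biogenesis was called (0.0418, against 0.105). Against WT camera called 12 sets in the knockout group, 8 higher and 4 lower, of which fry called 6 and the estimated correlation 0. The 6 held under fry were the cell cycle with a median of 2.67, pyrimidine synthesis with 1.98, nucleolar biogenesis with 1.21, purine synthesis with 1.11, the immature B-cell list with 0.81 and the integrated stress response with 0.45. The redox list had a median of 0.13 and an adjusted p of 0.188 under camera in that comparison.

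The libraries of the knockout group differed more among themselves than those of the other groups. The median SD of log2 scaled coverage over 12679 genes was 0.216 in WT, 0.215 in Eμ-Myc and 0.379 in the knockout group. The distance of a library from its group mean averaged 0.374 ± 0.0603 in WT, 0.286 ± 0.0517 in Eμ-Myc and 0.630 ± 0.0713 in the knockout group (SD, n = 4). Knockout minus Eμ-Myc was 0.344 and knockout minus WT was 0.256, each with an exact two-sided permutation p of 0.0286, the smallest that 4 against 4 libraries can give, and an adjusted p of 0.0429 over 3 tests. All 4 knockout libraries lay farther from their mean than any library of the other groups. The 4 distances of a group are taken from a shared mean and are not independent. A division of knockout libraries 1 and 2 from 3 and 4 raises all 4 distances at once, so these permutation p overstate the evidence. Eμ-Myc and WT differed by -0.0877 (exact permutation p 0.114, adjusted 0.114, two-sided). Between libraries of a group the Pearson correlation of log2 scaled coverage across genes was lowest for knockout libraries 1 and 4, at 0.878, and highest for knockout libraries 3 and 4, at 0.995. No 2 libraries of a group held identical values. Over 1624 genes with a mean scaled coverage of at least 200, knockout libraries 1 and 3 differed more than 2-fold in 488 genes, and knockout libraries 3 and 4 in 11. Genes are not independent replicates in these correlations.

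Each library was placed on the axis from the WT mean (0) to the Eμ-Myc mean (1), with its own values left out of the axis. The WT libraries 1 to 4 lay at 0.06, 0.11, 0.04 and 0.00, the Eμ-Myc libraries at 0.81, 0.91, 1.05 and 1.11, and the knockout libraries at 0.49, 0.64, 1.48 and 1.48. The group means were 0.0547 ± 0.0451, 0.970 ± 0.137 and 1.02 ± 0.535 (SD, n = 4). The difference between the knockout group and Eμ-Myc was 0.0518, smaller than the spread between libraries (exact two-sided permutation p 0.83, adjusted 0.83 over 2 tests). The knockout group lay 0.967 above WT, higher in 4 of 4 libraries, with an exact two-sided permutation p of 0.0286 that became 0.0571 over the 2 tests and so failed the correction.

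**Figure D2:**
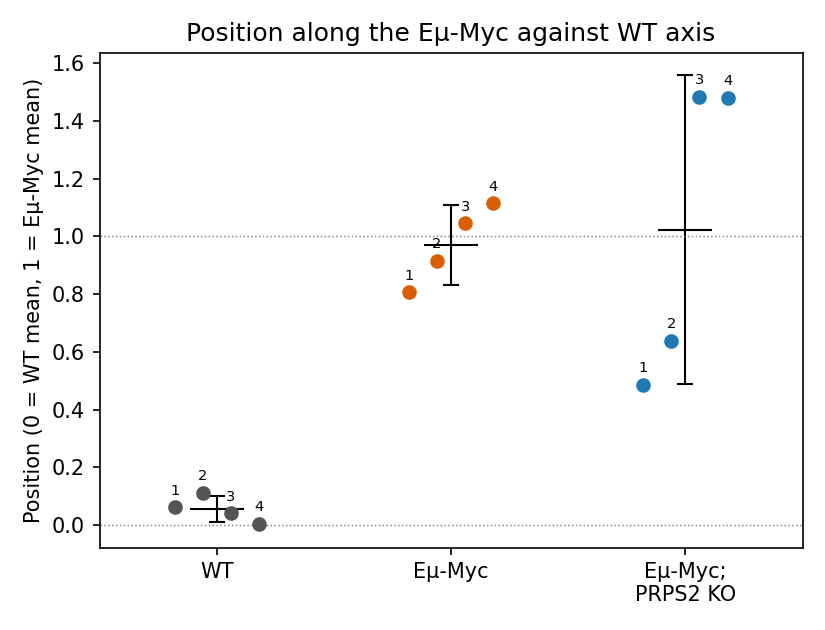
Position of each library on the axis from the WT mean (0) to the Eμ-Myc mean (1), without unit, by group; numbers are replicate numbers, long bars are group means and whiskers are the SD (n = 4). The knockout libraries lie at 0.49, 0.64, 1.48 and 1.48, outside the range of the Eμ-Myc libraries on both sides.

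The effect of the knockout was also compared with the Eμ-Myc effect across genes, with no library shared between both. The Spearman correlation across the programme genes (2122 to 3291 genes) was 0.174 on average over the 6 ways to halve the Eμ-Myc libraries, with values from -0.283 to 0.541. Simulated knockout libraries with no effect gave 95% of values between -0.875 and 0.844 with the spread of the knockout group, and between -0.653 and 0.606 with the spread of Eμ-Myc. With all 4 Eμ-Myc libraries in both comparisons the correlation was 0.167, against simulated medians of -0.344 and -0.120. The correlation was -0.866, -0.786, 0.791 and 0.802 for knockout libraries 1 to 4 taken singly. Single libraries set its sign: it was 0.665 without knockout library 1, 0.564 without knockout library 2, -0.479 without knockout library 3 and -0.475 without knockout library 4. It was -0.0450 without Eμ-Myc library 1 and 0.0773 without Eμ-Myc library 2. Quantile normalization gave -0.0293 and a pseudocount of 0.1 gave 0.249. The median log2 fold change in the knockout group was -0.06 for programme genes higher in Eμ-Myc and -0.20 for those lower in Eμ-Myc. Genes are not independent replicates in this correlation.

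List scores, the mean of log2(scaled coverage + 0.5) over a list, were taken per library. The cell-cycle score was 7.13, 7.17, 7.45 and 7.52 in Eμ-Myc libraries 1 to 4, and 6.39, 6.86, 7.84 and 7.84 in knockout libraries 1 to 4. The mature B-cell score was 7.44, 7.18, 7.07 and 7.11 in the Eμ-Myc libraries, and 7.75, 7.63, 5.74 and 5.78 in the knockout libraries. The T-cell score was 3.28, 3.06, 3.31 and 2.73 in the Eμ-Myc libraries, and 5.24, 5.40, 0.76 and 0.76 in the knockout libraries. The redox score was 6.44, 6.68, 6.49 and 6.34 in the Eμ-Myc libraries, and 6.48, 6.36, 6.29 and 6.31 in the knockout libraries.

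**Figure D3:**
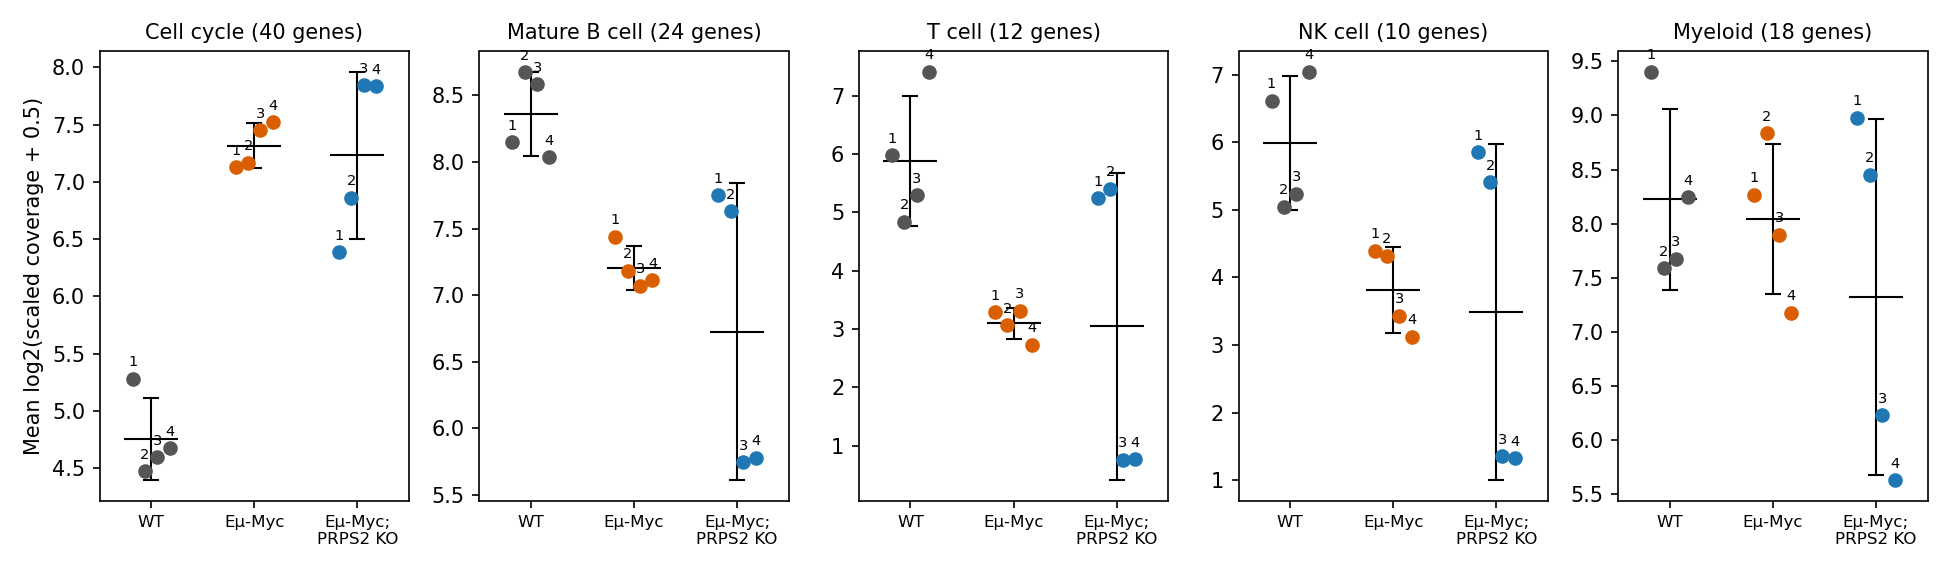
Score of 5 gene lists (mean log2 of scaled coverage plus 0.5) in each library by group; numbers are replicate numbers, long bars are group means and whiskers are the SD (n = 4), and each panel has its own axis that does not start at 0. The T-cell score of the knockout libraries is 5.24, 5.40, 0.76 and 0.76 in replicate order, against 2.73 to 3.31 in Eμ-Myc.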

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

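The tests of scaling and of cell types for these libraries were chosen after the values were seen. A library was singled out when its gap to the nearest library of its group, divided by the range of the group, exceeded the critical value of Dixon's test at the 95% level. Of 195 groups of 4 values tested, 3 exceeded it (1.5%), where chance alone would give about 10, so any of the 3 may be chance, with values of 0.852, 0.876 and 0.898. With scaling by median of ratios or total coverage the smaller of the corresponding values was 0.856, 0.657 and 0.550.

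Dapl1 had a scaled coverage of 174 in WT library 4, against 47, 25.02 and 35.7 in WT libraries 1 to 3, with a gap of 0.852 of the range. The smaller gap under the other scalings was 0.856, still above the critical value, so the gap did not depend on the choice among these scalings. The scaling factor of WT library 4 hardly moved, from 0.875 to 0.876 with median of ratios and 0.839 with total coverage. The test therefore cannot decide whether the scaling of that library plays a part. WT library 4 also had the highest T-cell list score of its group, 1.43 above the next library. Its most abundant T-cell transcripts were Thy1, at 549 against 194, 90.6 and 118, and Cd8a, at 353 against 158, 109 and 130 in WT libraries 1 to 3. A larger share of T cells in that library may therefore account for Dapl1, and it may have been present in the spleen or have come with the isolation. Its NK list score was also the highest of the WT libraries, 7.04 against 6.62, 5.05 and 5.24, so a source in NK cells stays open. All 4 WT libraries carry the same label, so no biological explanation for a single library was tested.

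The redox list score was 6.61 in WT library 1, against 6.21, 6.18 and 6.15 in WT libraries 2 to 4, with a gap of 0.876 of the range. The smaller gap under the other scalings was 0.657, under the critical value. The scaling factor of WT library 1 hardly moved, from 1.22 to 1.23 with median of ratios and 1.22 with total coverage. That of WT library 3 moved from 1.04 to 0.923 with total coverage. The smaller gap therefore cannot decide whether the scaling of WT library 1 plays a part. WT library 1 had the highest myeloid list score of its group as well, 1.16 above the next library. S100a9 stood at 14475 in that library against 3842, 4029 and 8431 in WT libraries 2 to 4, and S100a8 at 5722 against 1707, 1663 and 3477. More myeloid cells in WT library 1 may raise the redox score. The myeloid score goes with that explanation, and the scaling test decides nothing here, so both explanations stay open.

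Prpsap1 had a scaled coverage of 115 in Eμ-Myc library 2, against 91.9, 89.6 and 92.2 in Eμ-Myc libraries 1, 3 and 4, with a gap of 0.898 of the range. The smaller gap under the other scalings was 0.550, under the critical value. The scaling of that library may account for this value, and its sum of coverage was the highest of the 12 libraries. Prpsap1 was called in Eμ-Myc against WT, and that call held without Eμ-Myc library 2. No biological explanation for a single Eμ-Myc library was tested.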

How the results depend on the processing

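Pseudocounts of 0.1 and 2, library quality weights, quantile normalization, and removal of the trend over transcript length and GC, alone or with the replicate block, were chosen after the data were seen. Of the values compared under all alternatives for the main results, 311 stayed the same, 32 moved, 3 reversed and 1 became stronger. A tested value stayed the same if it kept its direction and its side of the threshold, and a count if it stayed within 1.5 times. The correlation with the Myc programme has no test and was held to 1 SD between the single knockout libraries. That SD is wide, so all its values are among the 311 although its sign changed in 4 alternatives: it was -0.479 and -0.475 without knockout libraries 3 and 4, -0.0450 without Eμ-Myc library 1 and -0.0293 with quantile normalization. Prps2 and Myc kept direction and call in every alternative run, except for Myc in the knockout group against Eμ-Myc. The log2 fold change of Prps2 ran from -3.99 to -3.70 in the knockout group against Eμ-Myc across the alternatives other than leaving out libraries, and from -3.94 to -3.73 across the fits without 1 library.

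In Eμ-Myc against WT the number of genes called ran from 4849 to 8886 over the alternatives that kept the threshold, and from 5832 to 6933 across the 8 fits without 1 library. Requiring an absolute log2 fold change of at least 1 gave 2837 genes, by its construction. Camera with an estimated correlation called 0 gene sets in each of the 3 comparisons, and fry called 0 in the knockout group against Eμ-Myc and 6 in the knockout group against WT. The cause was not tested. The gene sets called by camera in the knockout group against Eμ-Myc ran from 6, without Eμ-Myc library 2, to 12, without knockout library 3.

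Under every alternative except library quality weights 1 gene was called in the knockout group against Eμ-Myc. Library quality weights called 7000 genes and 43 redox genes there, and gave Myc a log2 fold change of 0.52 (limma adjusted p 0.00581, against up to 1.00 in the other alternatives). The weights of knockout libraries 1 to 4 were 0.0851, 0.132, 3.08 and 8.18 and those of Eμ-Myc libraries 1 to 4 were 1.08, 0.309, 4.81 and 2.19. The contrast under weights is therefore mainly that of libraries 3 and 4 of both groups, and it treats the closeness of knockout libraries 3 and 4 as precision. The same weights called 10607 genes and 57 redox genes in the knockout group against WT. Across the 8 fits without 1 library the log2 fold change of Myc against Eμ-Myc ran from -0.13, without knockout library 4, to 0.40, without knockout library 1.

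The count of genes in the knockout group against WT ran from 523, without knockout library 4, to 6747, without knockout library 1, and that of redox genes from 1 to 37 in the same fits. The main counts were 3901 and 21. Leaving out any WT library lowered both counts too, to 774 and 3 at the lowest, so fewer libraries in the fit make up part of the fall. All 12 libraries in one fit gave 6095 genes and 33 redox genes. The cause of these higher counts was not tested. An absolute log2 fold change of at least 1 gave 1929 genes.

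The replicate block gave 1932 genes and 11 redox genes in the knockout group against WT, and with the length and GC trend removed it gave 2109 and 13. Same-numbered knockout and WT libraries deviated from their group means with r of 0.400, -0.416, 0.141 and -0.062, and Eμ-Myc and WT libraries with r of 0.233, -0.103, 0.263 and 0.133. The numbers thus do not pair libraries in these 2 comparisons, and the cause of the lower counts was not tested. In the knockout group against Eμ-Myc, where the numbers were treated as pairs, the block also called 1 gene and 10 gene sets. Of these sets 9 were the same: glycolysis was lost (camera adjusted p 0.0523) and nucleolar biogenesis was gained (0.0418). The block changed no other call there. In Eμ-Myc against WT the block called 7279 genes and 11 gene sets, 10 of them called without it, with the redox list (camera adjusted p 0.0523) and nicotinamide adenine dinucleotide synthesis (0.0604) lost and platelet genes (0.0166) gained. There fry called 10 sets with the block in place of 13, without the redox list (adjusted p 0.114), the T-cell list (0.0917) and the NK list (0.114). In the knockout group against WT camera with the block called 12 sets, 11 of them called without it, with the integrated stress response (0.0511) lost and the myeloid list (0.0453) gained. Fry called 1 set in place of 6, the immature B-cell list. Among the named genes of that comparison Egr3, Rasgrp3, Il4i1 and Pxdc1 had an adjusted p of 0.0573, 0.0579, 0.0502 and 0.0572 with the block and so were not called. With the length and GC trend removed as well, those of Egr3, Rasgrp3 and Pxdc1 were 0.0533, 0.0536 and 0.0551.

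Among single genes, 15 values reversed, all in the knockout group against Eμ-Myc and with main values near 0. Prpsap2 turned to 0.0051 with the length and GC trend removed, with or without the replicate block. Prpsap1 turned to 0.0018 with total coverage scaling, to 0.20 with library quality weights (limma adjusted p 0.0210, against up to 1.00 in the others), and to 0.0651 with the length and GC trend removed, with or without the block. Across the fits without 1 library Prpsap1 ran from -0.17 to 0.065, Prps1l3 from -0.14 to 0.22 and Prps1 from -0.22 to 0.31. The cause was not tested. Of the other values of single genes, 63 lost their call, 12 gained one and 873 stayed the same. Leaving out 1 library gave 50 of the lost and 2 of the gained calls, and the block, alone or with the trend removed, gave 4 and 3 of the lost ones.

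The correlation of the knockout effect with the Myc programme (0.174) ran from -0.479 to 0.665 across the fits without 1 library, and from -0.0293 to 0.249 across the other alternatives, 0.132 among them with all genes tested. All of these lie between -0.875 and 0.844, the simulated range without an effect with the spread of the knockout group, but 0.665, without knockout library 1, exceeds 0.606, the upper end with the spread of Eμ-Myc. Both ranges were simulated for 4 knockout libraries. The fits with all 12 libraries, the block or the weights were not computed for it. A DESeq2 test was not run, since the values are not counts. A covariate of Y-linked genes was not run, since all 12 libraries express the 4 Y-linked genes and Xist stays at or under 0.112, so it would not mark sex. A term that set replicate numbers 1 and 2 against 3 and 4 was tried once and left out, since that division came from the values themselves. Read depth is unknown, so how far depth limits the genes near 0 cannot be given. The size of the largest increases against WT depends on the pseudocount, because the WT values lie near 0.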

Other observations

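The tests of a mislabelled library, of cell types, of high-coverage genes, of a batch shared by replicate number and of the dilution of other lineages were chosen after the results were seen. Those of length and GC, of the genes beside Prps2, of other splits and of the Myc programme were set before. The count of genes called with the length and GC trend removed came from a setting chosen after the data were seen. The lists of cell types were written before the data were examined.

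Other splits of the 8 libraries of each comparison into 4 and 4 were counted. In Eμ-Myc against WT 1 of 35 splits, the real one, gave as many as 7085 genes, and the other splits gave 0. For the knockout group against WT 1 of 35 gave as many as 3901, and the largest other split gave 6. Between the knockout group and Eμ-Myc 2 of 35 splits gave at least 1 gene. The second was libraries 1 and 2 of both groups against libraries 3 and 4 of both groups, with 3511 genes. It parts none of the 4 pairs of equal number, whereas the real split parts all 4, and among the 8 splits that part all 4 pairs the real one alone gave a call. A single called gene is thus within what another split gives, although that gene was the deleted one. With the replicate block the count stayed at 1.

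The spread among the knockout libraries was weighed against technical causes. Removing the trend over transcript length and GC left the median SD of the knockout group at 0.374, against 0.176 in Eμ-Myc, which argues against such a trend as the whole cause. Over the 1624 genes of high coverage it was 0.338, against 0.186 in Eμ-Myc and 0.154 in WT, which argues against shallow libraries. The highest Prps2 value of a knockout library was 9.48% of the lowest Eμ-Myc value, and the lowest Myc value of a knockout library was 3.18 times the highest WT value. Both argue against a library of another genotype among the 4. A batch shared by equal replicate numbers in all 3 groups would make WT and knockout libraries of 1 number deviate together, but their mean correlation was 0.0156, and 13 of the 24 matchings gave as large a mean. A batch limited to the transgenic libraries is not excluded: the deviations of same-numbered Eμ-Myc and knockout libraries correlated in all 4 pairs, with a mean of 0.423. Of the 24 matchings 4 gave as large a mean, so the values do not single out the pairing by number.

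The cell-type lists of the knockout libraries were read library by library. Relative to the Eμ-Myc mean, the median of the T-cell list was 2.24, 2.45, -2.38 and -2.55 in knockout libraries 1 to 4, that of the NK list 2.04, 1.63, -2.39 and -2.61, and that of the myeloid list 0.90, 0.39, -1.72 and -2.44. The mature B-cell list stood at 0.46, 0.32, -1.01 and -0.96. The platelet and erythroid lists did not part the libraries in this way. The platelet list stood at 0.26, -1.35, -1.41 and -1.37, with knockout library 2 beside 3 and 4. The erythroid list stood at -0.89, -0.84, -0.04 and -0.003. Thy1 was at 117, 125, 18.8 and 17.3, S100a9 at 9025, 6166, 1608 and 599.5, and Jchain at 188, 235, 1.90 and 2.32. Mzb1, like Jchain in the plasma-cell list, went the other way, at 440, 537, 757 and 709. The median of the plasma-cell list was 0.02, 0.05, -0.78 and -0.69. Fewer cells of other lineages and nothing else would leave the mature B-cell list at or above the Eμ-Myc mean in knockout libraries 3 and 4. The higher of their medians was -0.96, so a loss of other cells alone does not account for these libraries. The cell-cycle list moved the other way, at -0.93, -0.46, 0.51 and 0.52. The lists that part knockout libraries 1 and 2 from 3 and 4 may reflect mice at different stages of Myc-driven expansion of B cells. That may be a biological source of the spread. Stage of disease, litter and day of isolation are in no label and stay open and untested, and so does a batch limited to the transgenic libraries.

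The knockout might weaken the Myc programme as a whole. The correlation without shared libraries was 0.174, inside the range from -0.875 to 0.844 that simulated groups without an effect gave with the spread of the knockout libraries. It also lay inside the range from -0.653 to 0.606 with the smaller spread of Eμ-Myc. Weakening and no effect cannot be told apart here, since both ranges are wide. On simulated data with the spread of the knockout libraries the method recovered 60.2% of the changed genes. Those changes had an absolute log2 fold change of at least 1, and the noise was drawn separately for each gene. Knockout libraries 1 and 2 deviated together from 3 and 4 across genes, which such noise leaves out. The simulation therefore cannot decide whether the number of libraries limits the calls.

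The lower T-cell and NK transcripts in Eμ-Myc may come from dilution by added B cells. An equal dilution of every other lineage would lower the T-cell and the myeloid list alike. The T-cell score minus the myeloid score fell by 2.60 from WT to Eμ-Myc, with no overlap between the 4 and 4 libraries. The exact two-sided permutation p was 0.0286, the smallest possible, and 0.0857 over 3 tests, so it fails the correction. T-cell minus platelet scores differed by -1.64 (exact permutation p 0.0857, adjusted 0.129) and T-cell minus NK scores by -0.61 (exact permutation p 0.171, adjusted 0.171). The T-cell score fell more than the myeloid score in these libraries, but after correction the test does not decide on equal dilution. The cells were isolated B lymphocytes, so what remains of each other lineage also depends on the isolation. These differences cannot separate that from dilution. Dilution together with a rise of myeloid cells stays open as well.

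The large number of genes called in Eμ-Myc against WT may partly reflect the mix of cells. Fewer T and NK cells and nothing else would raise B-cell transcripts of every kind, but the mature B-cell list had a median of -1.12, lower in 24 of 24 genes. With the trend over length and GC removed, 7348 genes were called, which argues against that trend as the cause. A change in the state of the B cells with the transgene, which the design names, is a candidate explanation and was not tested apart from a change in the mix of B-cell stages.

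Genes carried along with the knockout allele might differ from those of the other mice. Of 28 coding genes listed beside Prps2, 18 were tested. Their median absolute log2 fold change in the knockout group against Eμ-Myc was 0.116, against 0.123 for random lists of similar coverage, at percentile 41.3 of 10000 lists. None of the 18 was called and 0 had an unadjusted p under 0.05. This argues against a broad effect over these 18 genes, not against a change in 1 or 2 genes. Erdr1, which had the smallest p after Prps2, is listed as a pseudogene near the same end of the X chromosome and is not among the 28 genes.

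All 12 libraries expressed the 4 Y-linked genes, with Eif2s3y at 260 ± 31.05 in WT, 250 ± 22.7 in Eμ-Myc and 237 ± 28.01 in the knockout group (SD, n = 4 each). Xist was at most 0.0944 in WT, 0.112 in Eμ-Myc and 0.106 in the knockout group.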
